# A *Brassica* Exon Array for Whole-Transcript Gene Expression Profiling

**DOI:** 10.1371/journal.pone.0012812

**Published:** 2010-09-16

**Authors:** Christopher G. Love, Neil S. Graham, Seosamh Ó Lochlainn, Helen C. Bowen, Sean T. May, Philip J. White, Martin R. Broadley, John P. Hammond, Graham J. King

## Abstract

Affymetrix GeneChip® arrays are used widely to study transcriptional changes in response to developmental and environmental stimuli. GeneChip® arrays comprise multiple 25-mer oligonucleotide probes per gene and retain certain advantages over direct sequencing. For plants, there are several public GeneChip® arrays whose probes are localised primarily in 3′ exons. Plant whole-transcript (WT) GeneChip® arrays are not yet publicly available, although WT resolution is needed to study complex crop genomes such as *Brassica*, which are typified by segmental duplications containing paralogous genes and/or allopolyploidy. Available sequence data were sampled from the *Brassica* A and C genomes, and 142,997 gene models identified. The assembled gene models were then used to establish a comprehensive public WT exon array for transcriptomics studies. The Affymetrix GeneChip® Brassica Exon 1.0 ST Array is a 5 µM feature size array, containing 2.4 million 25-base oligonucleotide probes representing 135,201 gene models, with 15 probes per gene distributed among exons. Discrimination of the gene models was based on an E-value cut-off of 1E^−5^, with ≤98% sequence identity. The 135 k Brassica Exon Array was validated by quantifying transcriptome differences between leaf and root tissue from a reference *Brassica rapa* line (R-o-18), and categorisation by Gene Ontologies (GO) based on gene orthology with *Arabidopsis thaliana*. Technical validation involved comparison of the exon array with a 60-mer array platform using the same starting RNA samples. The 135 k Brassica Exon Array is a robust platform. All data relating to the array design and probe identities are available in the public domain and are curated within the BrassEnsembl genome viewer at http://www.brassica.info/BrassEnsembl/index.html.

## Introduction

Microarrays are used widely in many organisms to study how the transcriptome varies during development, or in response to environmental perturbations or biotic challenges. Whilst direct sequencing of cDNAs may ultimately supplant microarray-based platforms for transcriptome analyses, microarrays retain advantages over next generation sequencing (NGS), including, (1) a wider dynamic range [1], [2], (2) the availability of robust normalisation and analysis techniques [3], (3) large public reference datasets [4]–[6], and (4) lower costs of performing a biologically replicated experiment; the advent of multiplex array platforms is likely to reduce these costs further.

The Affymetrix GeneChip® platform (Affymetrix, Santa Clara, CA, USA) is a widely used microarray technology in which each gene on the microarray is represented by multiple 25-mer oligonucleotide probes. GeneChip® arrays have been developed for a number of plants, including *Arabidopsis thaliana*, barley, *Brachypodium*, *Citrus*, cotton, grape, maize, *Medicago*, poplar, rice, soybean, sugarcane, tobacco, tomato and wheat (http://www.affymetrix.com/). The use of GeneChip® arrays for heterologous, or cross-species, transcriptome studies has extended the range of species for which transcriptomics experiments have been reported [7]–[10].

For transcriptome analyses, oligonucleotide probes on GeneChip® arrays have often been targeted to 3′ gene sequences. This is because sequence data are typically derived from EST sequence collections with a 3′ bias, and the 3′ end of genes are generally more variable, which provides greater specificity. In addition, for many years hybridisation probes have conventionally been labelled from the 3′ end. However, 3′-biased arrays do not allow exon level analysis of gene transcripts and their splice variants. In contrast, whole transcript (WT) and tiling arrays allow for exon level interrogation of transcripts and splice variants. The latest GeneChip® arrays have probes for every exon in the genome, which results in greater specificity and a more accurate measure of transcript abundance [11]. Exon GeneChip® arrays can also be used to detect alternate splicing [12], sequence polymorphisms [13], [14], and for deletion mapping [15]. Whilst high probe-density tiling array platforms have been developed for *A. thaliana* [16]–[18], to date no WT exon GeneChip® array has been publicly available for plants.

The aim of this study was to develop a WT exon GeneChip® array for *Brassica*. *Brassica* has a complex genome structure typical of many crop plants. A series of genome duplication events leading to the diploid species has resulted in most genes being present in multiple paralogous and homeologous copies, which is compounded in the allopolyploid species. The Brassicaceae are a model system for studying plant genome evolution [9]–[21]. The genus *Brassica* includes the closest crop relatives of *Arabidopsis thaliana*, with relatively recent hybridisation events between representatives of the diploid A- genome of *B. rapa* (vegetable and oil crops) and C- genome of *B. oleracea* (vegetable crops) giving rise to the widely grown amphidiploid *B. napus* (AC-genome; canola/oilseed rape/colza, rutabaga/swede). Extensive genomic resources for *Brassica* species have already been assembled and are available through the ongoing Multi-national Brassica Genome Project (MBGP; www.brassica.info). In addition to >1.9 m *Brassica* sequences in Genbank, the *B. rapa* genome sequence is being released in 2010, alongside other reference genome and re-sequencing projects http://www.brassica.info/resource/sequencing.php). Efforts to study genome evolution and to underpin crop improvement will therefore benefit from a robust WT exon GeneChip® array for transcriptomics.

## Materials and Methods

### Selection of unigenes

The pipeline leading to the final array design included an initial collation of *Brassica* gene model and transcript data available in December 2009. The source data used are summarised in Table 1. The starting point was a pre-existing Unigene set containing 94,558 sequences defined at the J. Craig Venter Institute (JCVI) in August 2007, which had been used to develop a 95 k oligo array based on 60-mers (95 k Brassica 60-mer array)[22]. Since this set was composed of assemblies of ESTs from different *Brassica* species, a detailed breakdown of unique genes by species is not possible. The dataset was processed through a number of filtering steps to avoid redundancy, and where possible to orientate transcripts in consistent 5′ to 3′ direction (Fig. 1). Additional transcriptome sequence datasets were added to the JCVI unigene set where they were deemed to be unrepresented. Datasets included 1,085 contigs formed from 2,122 assembled EST sequences downloaded from GenBank in May 2009. These reads were vector trimmed using CrossMatch (http://www.phrap.org/phredphrap/phrap.html) and sequences with a length of >100 bp were assembled using CAP3 [23](94% identity). A set of 7,434 *B. oleracea* (A12DHd) ESTs not present within GenBank at that date were also vector trimmed and assembled with parameters previously stated providing an additional 2,253 unigenes. Approximately 40 million Solexa (Illumina Inc., San Diego, CA, USA) sequenced ESTs were also included from the ‘digital transcriptome’ of *B. napus* lines TapidorDH and Ningyou7 [24], which was assembled using Velvet [25] with minimum contig length of 100 bp, coverage cut-off of five and k-mer value of 23, producing 29,956 contigs.

**Figure 1:**
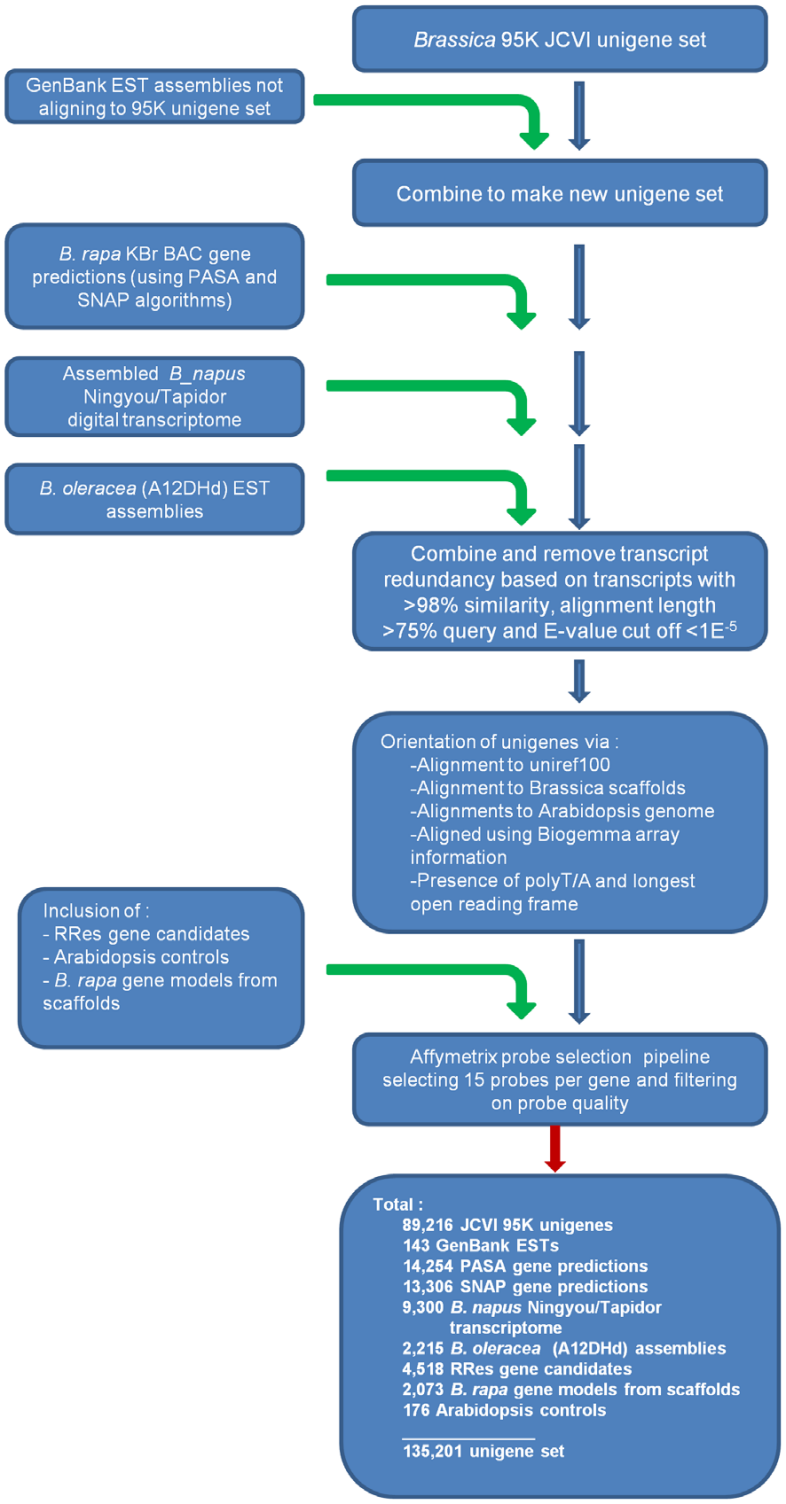
Work flow of the Affymetrix GeneChip® Brassica Exon 1.0 ST Array, data selection pipeline. Data were collated from several sources. Collated dataset were filtered to remove redundancy and orientated where possible. Unigenes passing the Affymetrix quality thresholds were tiled onto the array.

**Table 1:** Components of the Brassica 135 k unigene set.

Source	Number of gene models
JCVI unigene set not represented by gene predictions	89,216
PASA gene predictions from *B. rapa* KBr BACs	14,254
SNAP gene predictions from *B. rapa* KBr BACs	13,306
*Brassica napus* N/T digital transcriptome (Velvet) assemblies	9,300
*Arabidopsis thaliana* gene models	4,518
*B. oleracea* A12DHd EST assemblies (cap3 94%id)	2,215
*B. rapa* gene models from sequence scaffolds	2,073
ESTs not represented in JCVI unigene set extracted from Genbank on 14/05/09 (assembled with cap3 94% id)	142
*A. thaliana* controls	176
**Total set:**	**135,201**

Transcript redundancy within the combined datasets was eliminated based on empirically determined criteria, using BLAST [26]. Thus unigenes were eliminated where they aligned with >98% identity over >75% of the query sequence, with an Expect (E-) value <1E^−5^. This reduction in sequence redundancy resulted in a unigene dataset of 105,481 (Table 1).

The orientation of the combined unigene set was also established using defined criteria. Firstly, 76,687 unigenes were orientated by alignment using BLAST to Uniref100 [27], with E-value cut-off 1E^−5^. Those unigenes not aligning significantly to Uniref100 were aligned to *Brassica* genomic scaffolds and *A. thaliana* genomic sequence using the TimeLogic® GeneDetective™ algorithm (Active Motif Inc., Carlsbad, CA, USA), which orientated a further 36,170 unigenes. An additional 4,124 unigenes were orientated using available signal information from another Affymetrix GeneChip® array (courtesy of Biogemma, Paris, France) based on the 95 k JCVI unigene set. This enabled us to determine where the transcript generated a signal through hybridisation with *Brassica* cDNA, and so was in the correct orientation. In addition, the longest open reading frame was used to orientate a further 5,183, and the presence of a poly-A (Poly-T) tail was used to orientate 908 unigenes. The remaining 9,712 unigenes could not be orientated with confidence.

Predicted genes were also included in the array design, derived from 974 publicly available *B. rapa* Chiifu-401 KBr BAC sequences (BrGSP) using SNAP [28] and PASA [29] programs, with 15,817 and 17,558 genes identified respectively. A total of 4,913 unigenes were removed due to redundancy between the combined unigene set and predicted genes by the same criteria as previously, with preference for retention of the gene prediction over a redundant unigene alignment. An additional 2,073 gene models were included from preliminary annotation of *B. rapa* Chiifu-401 sequence scaffolds generated from high throughput sequencing. This sequencing project is led by Xiaowu Wang (Institute of Vegetables and Flowers, Chinese Academy of Agricultural Sciences, Beijing) who kindly provided pre-publication comparative analysis to identify gene models where these did not correspond to genes identified above. A subset of candidate *A. thaliana* gene models (4,517) that were not otherwise represented by *Brassica* orthologs were also included in the design. Three *Brassica* and 176 *A. thaliana* controls were also included within the design. The final unigene set available totalled 142,997 (Table 1).

### Array design

The selected Affymetrix GeneChip® format for the Brassica Exon 1.0 ST Array (135 k Brassica exon array) had capacity for 2.44 million 25 bp oligonucleotide probes of 5 µm (49-7875 format). The total unigene dataset was further filtered using the Affymetrix probe selection pipeline. Standard Affymetrix *A. thaliana* control and reporter sequences were added (89 genes). Probe sets were selected based on 15 probes per gene. In order to maximise the ability of the Affymetrix exon array to resolve paralogous genes which may differ at the exon level, and to detect alternative splicing, it was necessary to determine, where possible, the exon boundaries for each identified unigene or gene prediction. Since not all the unigenes had defined exon boundaries, this was achieved using the exon predictions derived from the TimeLogic® GeneDetective™ algorithm (Active Motif Inc.), where significant alignments (E-value<1E^−15^) existed between *A. thaliana* genomic sequence and *B. rapa* genomic scaffolds. Where exon boundary information could not be obtained, probes were evenly distributed over the length of the unigene.

In total, 1,043 unigenes were excluded as they did not pass quality filtering due to (1) the unigene being too small to design any probes of high enough quality, (2) potential probe cross-hybridisation, or (3) too low complexity. For 6,733 unigenes, probe sets could not be designed in a way that would distinguish them from other probe sets, and so these are not represented. In total there were 338,195 probe sets marked for tiling, containing a total of 2,416,447 probes that represented 135,201 unigenes.

### Plant growth and tissue preparation

Plants of the homozygous *B*. *rapa* line R-o-18 [30] were grown for 23 d in 13 cm diameter pots containing 1 L of an unmodified high-nutrient, peat-based substrate (Levington M3 Pot and Bedding Compost, Scotts Professional, UK; pH 5.3–5.7, N:P:K; 280∶160∶350 g m^−3^). Plants were grown under glasshouse conditions in May 2009 (16 hr photoperiod, 22.3°C and 13.3°C mean day and night temperatures respectively, irrigated with mains water). Two full leaves, including petioles and midribs, from three replicate plants, were harvested and frozen in liquid nitrogen. Root tissue samples were obtained from plants grown on agar plates. Surface sterilised seed were sown in large square (20×20 cm) tissue culture plates (QTray X6024, Genetix Ltd., New Milton, UK) containing 250 mL 0.8% agar (A1296, Sigma-Aldrich Company Ltd., Dorset, UK) and 1× MS salts (M5524, Sigma), adjusted to pH 5.6 with NaOH, under the conditions described previously [8]. Ten days after sowing, root tissue from 38 plants was pooled and snap-frozen at −70°C for each independent biological replicate.

### RNA preparation and hybrisation

RNA was extracted from tissue samples using a modified TRIzol extraction method [8]. Extracted total RNA was then purified using the ‘RNA Cleanup’ protocol for RNeasy columns with on-column DNase digestion to remove residual genomic DNA (Qiagen, Crawley, West Sussex, UK). Samples of total RNA were checked for integrity and quality using an Agilent Bioanalyser (Agilent Technologies, Santa Clara CA, USA). RNA samples were then split to allow the same RNA sample to be labelled and hybridised to the 135 K Brassica Exon array and the Agilent 95 k Brassica 60-mer array [22]. For the 135 K Brassica Exon array, RNA samples were labelled and hybridised according the manufacturer's instructions (Affymetrix, Santa Clara, CA, USA) at Nottingham Arabidopsis Stock Centre (NASC; http://affymetrix.arabidopsis.info). Briefly, 500 ng of total RNA from each sample was labelled using the Ambion WT expression kit (Ambion Inc, Austin, TX, USA). The end labelling, hybridisation, washing and scanning were performed according to the GeneChip® WT terminal labelling and hybridisation user manual (www.affymetrix.com), and scanned using an Affymetrix 3000 7G scanner. Following scanning, non-scaled RNA signal intensity files (.cel) were generated using the Command Console software (Affymetrix). Raw data are MIAME compliant as detailed on the MGED Society website http://www.mged.org/Workgroups/MIAME/miame.html and have been submitted to Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/projects/geo/; accessionGSE23141) and to NASC (http://arabidopsis.info/StockInfo?NASC_id=N9903). For the 95 k Brassica 60-mer array, RNA samples were labelled with the QuickAmp Labelling kit (Agilent Technologies) and hybridised to the array for 17 hours at 65°C at 10 rpm. The 95 k Brassica 60-mer arrays were washed, and then scanned on an Agilent G2565CA scanner, according to the manufacturer's instructions, and data files generated using Agilent Feature Extraction Software (version 10.7.3.1, Agilent Technologies). All raw data have been submitted to Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/projects/geo/; accession GSE23141.

### Data analysis

All data were analysed using GeneSpring GX (version 11.0.2, Agilent Technologies). For the 135 k Brassica Exon arrays, six RNA. cel files (three root and three leaf files) were normalized using the RMA pre-processor in GeneSpring GX. For the 95 k Brassica 60-mer array data files were imported into GeneSpring and a quantile normalization was applied. Normalized signal values for individual probes/probe-sets were standardized to the median signal value for the probe/probe-set within each array platform. All data were pre-filtered to remove genes whose normalized fold change was between 0.77 and 1.3 i.e. not changing. Genes with differential transcript abundance between leaf and root tissue were identified from the pre-filtered genes using a one-way ANOVA (GeneSpring) with a Benjamini-Hochberg corrected *p*-value <0.01 and a fold-change cut-off >2.

To enrich annotation of the probes and probe-sets, *A. thaliana* homologues were derived from the highest scoring alignment to *A. thaliana* coding sequences (TAIR v9)[31] using the TimeLogic® Tera-BlastN™ algorithm (Active Motif Inc.) with E-value cut-off at 1E^−5^. Arabidopsis gene descriptions and Gene Ontology (GO) annotation were obtained from TAIR (www.arabidopsis.org; TAIR genome v9, 11/06/2010). Identification and enrichment of GO terms within significantly differentially regulated sets of genes were obtained using the GO Browser function in GeneSpring GX with a Benjamini-Hochberg corrected *p*-value <0.05.

For alternate splicing analysis, the data were loaded into Genespring GX using the Affymetrix Exon splicing option, with the exon technology provided by Agilent Technologies. The data were normalised using the ExonRMA16 pre-processor and normalised signal values for individual probe-sets were standardised to the median value for the probe-set. Potential alternately spliced transcripts were identified by filtering on the splicing index (> = 5) and visualising them using the splicing visualization tool in Genespring GX. The splicing index for a probe-set is defined as the difference between gene normalized intensities for two chosen conditions.

Analysis the of 3′ bias in control probes was performed in Excel. The RMA-normalised signal values for 34 control probes (AFFX-BioB-5, AFFX-BioB-3, AFFX-BioC-5, AFFX-BioB-3, AFFX-BioDn-5, AFFX-BioDn-3, AFFX-CreX-5, AFFX-CreX-3, AFFX-DapX-5, AFFX-DapX-3, AFFX-LysX-5, AFFX-LysX-3, AFFX-PheX-5, AFFX-PheX-3, AFFX-ThrX-5, AFFX-ThrX-3, AFFX-TrpnX-5, AFFX-Trpn-3, AFFX-r2-Ec-bioB-5, AFFX-r2-Ec-bioB-3, AFFX-r2-Ec-bioC-5, AFFX-r2-Ec-bioC-3, AFFX-r2-Ec-bioD-5, AFFX-r2-Ec-bioD-3, AFFX-r2-P1-cre-5, AFFX-r2-P1-cre-3, AFFX-r2-Bs-dap-5, AFFX-r2-Bs-dap-3, AFFX-r2-Bs-lys-5, AFFX-r2-Bs-lys-3, AFFX-r2-Bs-phe-5, AFFX-r2-Bs-phe-3, AFFX-r2-Bs-thr-5, AFFX-r2-Bs-thr-3) were exported from Genespring for leaf and root from the Brassica exon and Arabidopsis experiments. The 3′ to 5′ ratio was calculated for each pair of probes for each gene and a one-tailed t-test was performed on the ratios.

The density plots were generated using the density function in the freely available statistical package R (version 2.9.2), using mean RMA-normalised signal values from leaf and root samples hybridised to the Affymetrix Brassica Exon 1.0 St array and the 95 k Brassica 60-mer array.

## Results and Discussion

The probe selection process for the Affymetrix GeneChip® Brassica Exon 1.0 ST Array (135 k Brassica Exon array; Fig. 1) marked 338,195 probe sets for tiling, containing a total of 2,416,447 probes that represented 135,201 unigenes (Tables 1 and 2). All probe and design data are publicly available from Affymetrix. 

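Leaf and root RNA of the homozygous B. rapa line R-o-18 was hybridised to the Brassica Exon array, with 3 biological replicates of each tissue and 1 array per replicate. Leaves were taken from glasshouse plants after 23 d in a peat-based substrate. Each root replicate pooled 38 plants grown on agar, for 10 d according to the methods and 11 d according to the sample labels. Tissue, age and growth medium therefore differed together between the groups. From each sample 500 ng of total RNA was labelled. The authors normalized the 6 arrays with RMA, which corrects background, quantile-normalizes and summarises the probes of a transcript on the log2 scale, and standardized each transcript to its median over the arrays. The deposited values are thus log2 differences from a transcript's own median, for 135199 transcripts and 148 control or reporter rows, and signal levels and exon-level values were not analysed here. The medians of the 6 arrays lay between -0.0087 and 0.0084. Leaf and root were compared for every transcript with limma, a linear model that moderates each transcript's variance with that of all transcripts, with Benjamini-Hochberg (BH) adjustment. The paper's thresholds were kept, an adjusted p below 0.01 and a fold change above 2, but its filter on fold change before the test was not applied. The number of arrays limits the precision of every value.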

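Of the 135199 transcripts, 15761 (11.7%) passed both thresholds between leaf and root, 7350 with a greater signal in leaf and 8411 with a greater signal in root. In each of these 15761 transcripts the 3 leaf values lay all above or all below the 3 root values, a separation found in 37.6% of all transcripts and in 10% by chance. The median size of the called differences was 1.82 on the log2 scale, and 3716 exceeded 8-fold. The SD of the log2 difference between 2 arrays of the same tissue was 0.31 to 0.34, against 1.01 to 1.05 between a leaf and a root array. Towards leaf, transcript rres078160 was at 4.46 ± 0.05 (SD, n = 3) in leaf and -5.26 ± 0.87 (SD, n = 3) in root relative to its median. Its log2 difference was 9.72 (standard error 0.37, adjusted p = 3.01e-07 from limma). Transcript rres109646 had a log2 difference of 9.62 (standard error 0.14, adjusted p = 1.33e-08 from limma). Towards root, rres136258 and rres118911 differed by -10.49 (standard error 0.29) and -10.46 (standard error 0.13) on the log2 scale. These transcripts were chosen by the largest fitted differences, but their order is not established. It turned without root replicate 1 towards leaf (9.27 for rres078160 and 9.57 for rres109646) and without leaf replicate 3 towards root (-10.20 for rres136258 and -10.36 for rres118911). They are given by identifier because the files do not pair them with gene names. The probe sets of rres136258 and rres118911 are of the x_st class, whose names mark probes that may bind other transcripts. Over the alternatives the number of calls ran from 8807, with the methods' own test in place of limma (a one-way comparison of each transcript without moderated variances), to 23334, without the limit on fold change. When the methods' filter on fold change was applied before that test, 12746 were called.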

The distribution of mean probe-set signals from the 135 k Brassica Exon array has large dynamic range (Fig. 2) and detected 11,078 significantly differently expressed transcripts (*p*<0.01) between leaf and root samples. Overall, there was a good correlation in transcript abundance (r^2^>0.5) between platforms, based on shared homology to *A. thaliana* gene models (Fig. 3).

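The same RNA samples were hybridised to the 95 k Brassica 60-mer array, a one-colour Agilent array of 60-base probes, with 600 ng of RNA per array according to the sample labels. The 6 arrays lay on 3 slides, with leaf 1 and leaf 2 on slide 1, leaf 3 and root 1 on slide 2, and root 2 and root 3 on slide 3. The authors' scanner files give an intensity for each of 103747 spots other than controls, from which Feature Extraction had subtracted background. These spots hold 91854 different probes, 11893 of them on 2 spots. Between 41497 and 42950 probes per leaf array and between 42360 and 44730 per root array were well above background, and no spot was saturated. The 75th percentile of intensity was 199.6 on root 1 and 129.9 to 149 on the other arrays. The log2 intensities were quantile-normalized between the arrays, as in the methods, after which spots of one probe were averaged and spots marked as outliers (2 to 38 per array) were left out. Probes were then tested as the transcripts of the exon array were. The normalized values that the authors also deposited for this array are centred on each row's median, and correlated with the re-normalized intensities across spots with r of 0.993 to 0.995 per array. A probe on 2 spots was counted as well above background where either spot was. A probe that was not well above background on any array of a tissue has only a bound there. Its difference is given as at least N-fold, from the mean of the brighter tissue over the lowest signal of a single spot well above background on each array of the other tissue, or the probe's own where that was higher. Such a bound holds for the quantile-normalized intensities only, and fitted differences under other processing can be smaller.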

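Mean signals standardized to each feature's median, a step the methods describe, were wider on the 60-mer array than on the exon array. The caption of Fig. 3 names mean normalised signals and does not state whether these standardized values are plotted. In leaf, the SD across features was 0.51 on the log2 scale over 135199 transcripts of the exon array and 0.94 over 91814 probes of the 60-mer array. In root the corresponding SDs were 0.50 and 0.90. Between percentiles 1 and 99, leaf means ran from -1.73 to 1.82 on the exon array and from -3.35 to 3.12 on the 60-mer array. These spreads are across features, which are not independent replicates. The exon array file and the 60-mer files shared no identifier, and the A. thaliana gene models through which the paper paired them were not used here, so the correlation itself was not computed.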

**Figure 2:**
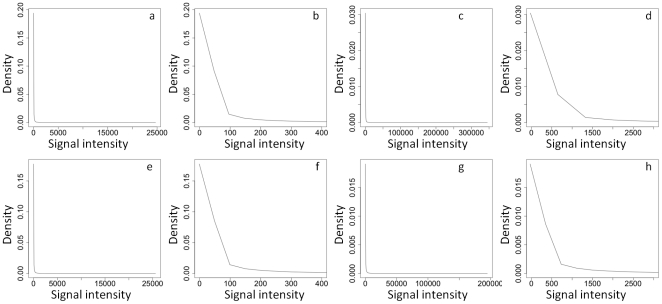
Dynamic range of probe set signals. Density plots of (a, b, e, f) mean probe-set signals from the 135 k exon array, and (c, d, g, h) mean probe signal values from the 95 k 60-mer array, for (a, b, c, d) leaf and (e, f, g, h) root tissue of *Brassica rapa* R-o-18 (n = 3).

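For panels c, d, g and h, mean intensities were computed over the 3 arrays of a tissue for the 91854 probes of the 60-mer array after quantile normalization. In leaf they ran from 1.56 to 262728, a range of 5.23 on the log10 scale, with a median of 5.43 and quartiles of 1.80 and 148.6. In root they ran from 1.54 to 245282, a range of 5.20 on the log10 scale, with a median of 5.45 and quartiles of 1.79 and 148.5. On no array were 42775 of the 91854 probes well above background. Among the 40186 probes well above background on every leaf array the mean intensities ran from 4.81 to 262728, or 4.74 on the log10 scale, and among the 41437 such probes in root from 6.90 to 245282, or 4.55 on the log10 scale. These probes include some on 2 spots of which 1 was at background, which lowers their mean. With every spot well above background, a restriction chosen after seeing the data, the lowest mean intensities were 9.58 in leaf (39928 probes) and 8.31 in root (41208 probes), and the ranges 4.44 and 4.47 on the log10 scale. Without normalization between arrays the highest mean intensity was 345668 in leaf and 195194 in root. The corresponding signals of the exon array (panels a, b, e and f) were not analysed here, because its values are centred on each transcript's median.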

**Figure 3:**
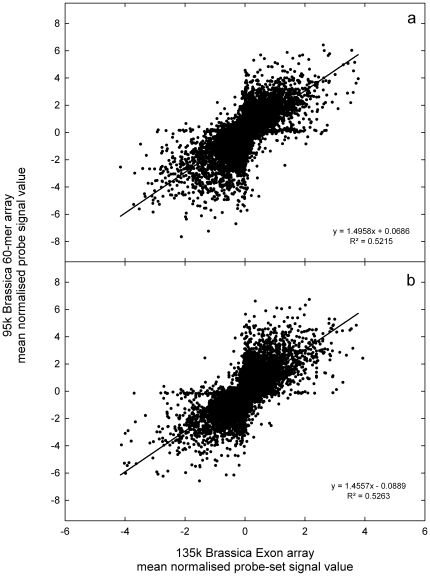
Comparison of transcript abundance on different array platforms. Relationship between mean normalised probe-set signals from the 135 k Brassica Exon array and mean normalised probe signal values from the 95 k Brassica 60-mer array, for a) leaf and b) root tissue of *Brassica rapa* R-o-18 (n = 3). Relationships between probe-sets from the 135 k Brassica Exon array and probes from the 95 k Brassica 60-mer array are based on shared *Arabidopsis thaliana* gene models.

**Table 2:** Summary statistics for the probe set withing the Affymetrix GeneChip® Brassica Exon 1.0 ST Array.

Summary statistics	base pairs
Total base count	113,812,609
Mean length	842
Standard deviation	28
Maximum length	17,365
Minimum length	78

Comparison of the 3′ bias in the hybridisation of control probes between the Brassica exon array and an Arabidopsis experiment using the Affymetrix ATH1 array (leaf, 7 days old, ATGE_5 A–C, GEO accession GSE5630 and root, 7 days old, ATGE_3A–C GEO accession GSE5631)[32], showed that the bias was significantly greater in the ATH1 hybridisations (one-tailed T-Test, P = 0.022, n = 34). This demonstrates that the labelling protocol used for the exon array produces a more consistent signal across the whole transcript as compared to the 3′ bias seen with older labelling protocols.

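On the 60-mer array, 21014 of 91854 probes (22.9%) passed the thresholds used for the exon array, an adjusted p below 0.01 from limma and more than 2-fold. Of these, 10475 (49.8%) had a greater signal in leaf and 10539 in root, beside 46.6% greater in leaf on the exon array. The median size of the called differences was 2.26 on the log2 scale, and 7450 (35.5%) exceeded 8-fold. Replicates of a tissue correlated across probes with Pearson's r of 0.99 to 0.994, and leaf with root arrays with 0.871 to 0.884. The largest change with processing came from taking slide as a fixed block, which called 7230 probes. In the slide that holds both tissues, leaf 3 against root 1, the direction of the difference matched for 14295 of the 14434 probes called from the other 4 arrays (99.1%, where 50% is expected by chance). The paper defines the similarity of the platforms through A. thaliana GO categories, whose gene membership was not used here.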

Genes up and down regulated in leaves compared with roots were found to be highly similar between the two Brassica array platforms. Based on comparison with the Arabidopsis datasets described above, they were also were broadly similar with a published leaf vs root transcriptome comparison obtained using *A. thaliana*. Similarity was defined by *A. thaliana* GO categories common to the different platforms.

An earlier study comparing six different platforms for the mouse transcriptome suggest a good correlation (Pearson product-moment correlation  = 0.7) between Affymetrix and Agilent platforms [33]. A similar result was obtained between these platforms for Arabidopsis [34]. Studies based on extensive survey of many arrays indicate that not all probes within an exon correlate and some probes may appear as outliers. This may be due to a wide range of factors, including multiple polyadenylation sites, antisense expression, the sequence of the probes, position of the probe on the array [35]–[37]. Thus the identification and analysis of such outlier probes may be useful indicators for deteting novel biological properties.

Among genes where transcript abundance, detected by the 135 k Brassica Exon array, was greater in leaves compared to roots 141 GO categories were significantly (Benjamini and Hochberg (BH) corrected *p*<0.05) over-represented (Fig. 4a). Among these, 88 of the GO categories were in common with GO categories overrepresented on the 95 k Brassica 60-mer array platform (out of a total of 126 GO categories identified as significantly (BH corrected *p*<0.05) over-represented), and 73 GO categories were in common with GO categories overrepresented among genes whose transcript abundance was greater in leaves compared to roots in an experiment on *A. thaliana* (out of a total of 272 GO categories identified as significantly (BH corrected *p*<0.05) over-represented). Similarly, the 135 k Brassica Exon array detected 59 GO categories overrepresented (BH corrected *p*<0.05) among genes whose transcript abundance was less in leaves compared to roots (Fig. 4b). Among these, 46 of the GO categories were in common with GO categories overrepresented on the 95 k Brassica 60-mer array platform (out of a total of 126 GO categories identified as significantly (BH corrected *p*<0.05) over-represented), and 30 GO categories were in common with GO categories overrepresented among genes whose transcript abundance was less in leaves compared to roots in an experiment on *A. thaliana* (out of a total of 76 GO categories identified as significantly (BH corrected *p*<0.05) over-represented). As expected, GO categories identified as being significantly over-represented among genes whose transcript abundance was greater in leaves compared with roots were dominated by those associated with photosynthesis and chloroplasts (Table S1). 

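The probes of the 60-mer array carry descriptions, which 70359 of the 91854 probes have, and keyword sets of these descriptions stand in here for GO categories. Apart from the ribosomal proteins, the sets follow what the paper reports, in part from these same arrays. Their tests are therefore not independent of its result. The set of photosynthesis (photosystem, light-harvesting, chlorophyll a/b binding, plastocyanin and oxygen-evolving proteins) held 160 probes, with a median log2 difference between leaf and root of 4.59. Of these probes 103 were called greater in leaf and 1 greater in root (adjusted p of the set = 4.71e-08 from limma's fry, a rotation test of all its probes together). In the set of chlorophyll synthesis, 19 of 30 probes were greater in leaf and none in root, with a median of 4.46 (adjusted p = 9.53e-07 from fry). Carbon fixation had a median of 2.03, with 21 of 43 probes greater in leaf and 1 in root (adjusted p = 1.64e-05 from fry). The set of descriptions that name the chloroplast, thylakoid or plastid held 1607 probes, 94 of them shared with photosynthesis. Its median was 0.71, with 703 probes greater in leaf and 70 greater in root (adjusted p = 1.99e-06 from fry). Over the probes of these sets that were well above background on at least 1 array, a restriction chosen after seeing the data, the medians were 6.18 (107 probes), 5.99 (19 probes), 3.44 (27 probes) and 2.05 (1112 probes) in the same order. For comparison, ribosomal proteins whose descriptions name neither chloroplast nor mitochondrial had a median of -0.14 over 775 probes (adjusted p = 0.154 from fry, and 0.0216 towards root from camera with its preset correlation), of -0.22 without leaf replicate 1 and -0.078 without leaf replicate 2, and of 0.074 after a shift of each array to its 75th percentile in place of quantile normalization. The competitive test camera, which sets a group of probes against all others with a preset correlation of 0.01, called the 4 sets greater in leaf as well, and with a correlation estimated from the arrays it called only photosynthesis (adjusted p = 0.0164 from camera). The paper bases its own statement on GO categories shared between the platforms, which Table S1 lists.

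**Figure D1:**
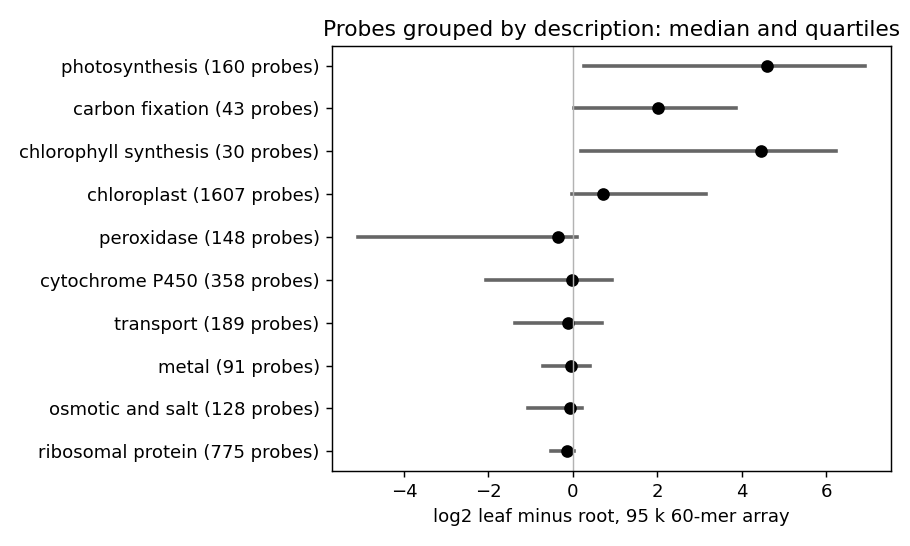
Log2 difference between leaf and root (horizontal axis, positive where greater in leaf) on the 60-mer array for 10 sets of probes grouped by description, with the median as a point and the quartiles as a bar. The medians of photosynthesis and chlorophyll synthesis lie at 4.59 and 4.46, and those of the 5 root-related sets lie between -0.34 and -0.01. With the 75th percentile shift the median of peroxidase lies at -0.13 and those of the other root-related sets lie above 0 (0.12 to 0.27). Over the probes well above background on at least 1 array, the medians of these 5 sets lie between -4.07 and -0.32.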

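The described probes named here were chosen by their fitted log2 differences towards leaf, which rest on root values below background, so that their order is not established. All were well above background on the 3 leaf arrays and on none of the root arrays. They were described as a putative cytochrome P450 (X_1062498, at least 4402-fold), PISTILLATA (X_1072850, at least 2896-fold), a nonspecific lipid-transfer protein (B_1085940, at least 1937-fold), a predicted hypothetical protein (X_1029764, at least 1895-fold) and a water-soluble chlorophyll protein (X_1070383, at least 1573-fold). Their adjusted p ranged from 9.96e-08 to 6.22e-06 in limma. The bounds apply to quantile-normalized values. With normexp background correction, whose offset compresses low intensities, the fitted log2 differences lay between 7.65 and 9.03, smaller than these bounds. Of the 5 other probes described as PISTILLATA, 1 was also called greater in leaf.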

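On the 60-mer array, the keyword sets related to root functions held probes that differed in both directions. Peroxidases other than ascorbate and glutathione peroxidases showed the clearest shift towards root. Their 148 probes had a median log2 difference between leaf and root of -0.34 and a mean of -2.59, and the 93 that were well above background on at least 1 array a median of -4.07, with 66 probes called greater in root and 13 in leaf (adjusted p = 2.59e-07 from fry). Cytochrome P450 descriptions had 99 probes greater in root and 76 in leaf out of 358, with a median of -0.01 (adjusted p = 2.31e-05 from fry). Among 189 probes for aquaporins and for nitrate, phosphate, ammonium and sulfate transporters, 46 were greater in root and 35 in leaf, with a median of -0.11 (adjusted p = 0.000265 from fry). Single arrays moved these small medians, that of transport to -0.057 without leaf replicate 1 and -0.043 without root replicate 3, and that of cytochrome P450 to -0.0030 without leaf replicate 3, 0.0052 without root replicate 2 and -0.0021 without root replicate 3. Metal-related probes (metallothionein, nicotianamine, metal and zinc transporters, ferritin) had 21 of 91 greater in root and 10 in leaf (adjusted p = 3.45e-05 from fry), and osmotic and salt-related probes 21 and 19 of 128 (adjusted p = 9.26e-05 from fry). Against all other probes, camera with its preset correlation called the peroxidases (adjusted p = 2.65e-06 from camera) and none of the other root-related sets, whose adjusted p lay between 0.225 and 0.586. After a shift of each array to its 75th percentile in place of quantile normalization, cytochrome P450 and the osmotic and salt-related set no longer passed under fry (adjusted p = 0.0684 for both). With this shift the medians of the 4 sets other than peroxidase turned towards leaf (0.12 to 0.27), as did the median of all probes (0.26). The median of the peroxidases moved to -0.13. Over the probes well above background on at least 1 array, a restriction chosen after seeing the data, the medians were -0.85 for cytochrome P450 (234 probes), -0.66 for transport (128 probes), -0.44 for metal (53 probes) and -0.32 for osmotic and salt (86 probes), beside -0.15 for all 49079 such probes and -0.37 for the ribosomal proteins (494 probes). With the 75th percentile shift the medians of the 4 sets were -0.67, -0.52, -0.46 and -0.34, that of the ribosomal proteins -0.13 and that of all such probes -0.12.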

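The described probes named towards root were chosen by their fitted log2 differences, which rest on leaf values below background, so that their order is not established. They were well above background on the 3 root arrays and on none of the leaf arrays. A jasmonate inducible protein (B_1088087) was at least 27780-fold greater in root, a beta-glucosidase (X_1062139) at least 22573-fold, and a jasmonate inducible protein isolog (B_1047902) at least 10891-fold. The probe for Fe(2+) transport protein 1 (B_1072894), a transporter for iron, was at least 10081-fold greater, and that for the T24D18.5 protein (B_1053076) at least 6732-fold. Adjusted p ranged from 7.95e-08 to 1.04e-05 in limma. The bounds apply to quantile-normalized values. With normexp background correction the fitted log2 differences lay between -11.79 and -9.91, smaller in size than these bounds. With the 75th percentile shift that of B_1088087 was -14.67, also smaller in size than its bound.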

For GO categories identified as being significantly over-represented among genes whose transcript abundance was less in leaves compared with roots, many were associated with responses to inorganic ions and abiotic stresses, consistent with roots role in the acquisition of water and mineral nutrients (Table S2).

**Figure 4:**
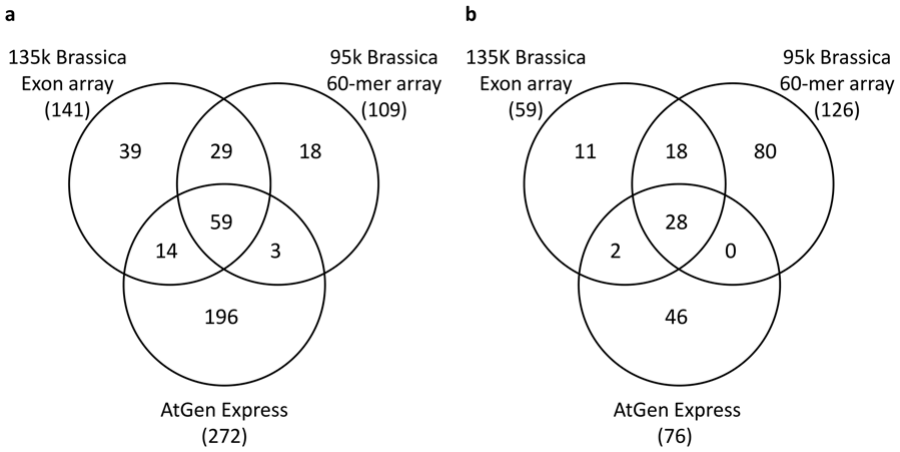
Gene Ontology categories of tissue-specific transcripts. Gene Ontology (GO) categories of overrepresented (p<0.05) genes whose transcript abundance was greater (a) or less (b) in leaves compared with roots of *Brassica rapa* R-o-18. GO categories are based on putative gene orthology between *Brassica* and *Arabidopsis thaliana* (TAIR v9). The three portions of each Venn figure represent the Affymetrix GeneChip® Brassica Exon 1.0 ST Array (135 k Brassica Exon array, n = 3), the Agilent 95 k Brassica 60-mer array (n = 3), and *A. thaliana* data from the AtGen Express data set for leaves (leaf, 7 days old, ATGE_5 A–C, GEO accession GSE5630) and roots (root, 7 days old, ATGE_3A–C, GEO accession GSE5631; Schmid et al., 2005).

The design of the array should enable analysis of data at the exon level as well as the whole transcript level, in order to identify alternatively spliced transcripts. The 135 k Brassica Exon array has an average of 15 probes per gene, so there are a variable number of probes per exon, which may reduce the resolution of this analysis for some genes. However, preliminary analysis at the exon level indicates that the signal from each exon within a transcript is consistent, and that potentially alternately spliced transcripts can be identified (Fig. 5) using analysis by splicing index. Interestingly the Arabidopsis best BLAST hit of these four transcripts are also potentially alternatively spliced (as shown by the alternative splicing visualisation tool at the Plant DGB database; http://plantdbg.org/ASIP). These potentially alternatively spliced transcripts need to be confirmed experimentally to demonstrate the effectiveness of this array for alternative splicing analysis.

**Figure 5:**
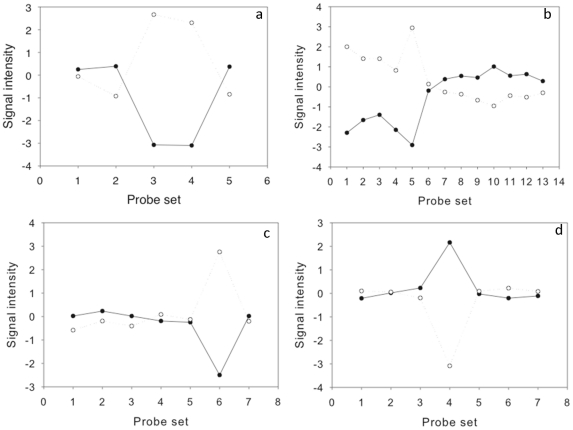
Potential alternatively spliced transcripts. Mean gene-normalised probe-set signals for leaf (open circle) and root tissue (closed circle) of four transcripts (a-rres037505, b-rres046838, c-rres107548, d-rres004182).

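The 4 transcripts were compared at the level of the whole transcript, since exon-level values were not analysed here. Transcript rres107548 was at 2.68 ± 0.0036 (SD, n = 3) in leaf and -2.86 ± 0.28 (SD, n = 3) in root on the log2 scale relative to its median, a difference of 5.54 (standard error 0.15, adjusted p = 6.27e-08 from limma). Transcript rres037505 was lower in leaf, at -1.25 ± 0.36 (SD, n = 3) against 1.82 ± 0.84 (SD, n = 3) in root, a log2 difference of -3.06 (standard error 0.38, adjusted p = 0.000442 from limma). The other two differed by less than 2-fold. Transcript rres046838 was lower in leaf by a log2 difference of -0.95 (standard error 0.13, adjusted p = 0.000662 from limma), and rres004182 was greater in leaf by 0.66 (standard error 0.13, adjusted p = 0.00658 from limma). In all 4 transcripts the leaf and root values did not overlap. All but rres046838 were measured with probe sets of the x_st class, whose names mark probes that may bind other transcripts.

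**Figure D2:**
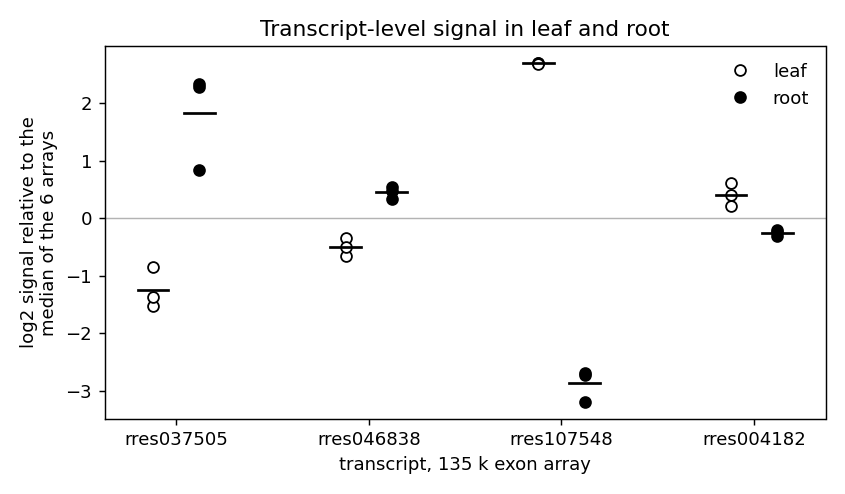
Transcript-level log2 signal relative to the median of the 6 exon arrays (vertical axis) for the 4 transcripts, with each replicate as a circle, open for leaf and closed for root, and the mean of 3 replicates as a line. The separation is widest for rres107548, with means of 2.68 in leaf and -2.86 in root.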

In conclusion, we describe the development of the Affymetrix GeneChip® Brassica Exon 1.0 ST Array. This is a 5 µM 49-7875 format array, containing 2.4 million 25-base oligonucleotide probes representing 135,201 gene models, with 15 probes per gene distributed among exons. The exon array is robust based on preliminary analyses of (1) dynamic range, (2) low CVs between biological replicates, (3) transcriptome differences between leaf and root tissue of a reference homozygous *Brassica rapa* line (R-o-18), according to overrepresented GO categories and technical comparison with an existing commercial array platform, (4) exon level data show that the majority of exons with a transcript have similar signal intensities and that potential alternatively spliced transcripts can be identified. 

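The coefficient of variation (CV) of linear signal over the 3 biological replicates was computed for each feature, which the centring of the deposited values leaves unchanged. On the exon array the median CV was 10.9% in leaf (quartiles 6.57% and 17.1%) and 10.8% in root (quartiles 6.51% and 16.9%) over 135199 transcripts. A CV below 20% was found for 82.3% of transcripts in leaf and 82.7% in root. On the 60-mer array the median CV was 9.50% in leaf (quartiles 3.00% and 22.0%) and 6.86% in root (quartiles 3.08% and 16.1%), and a CV below 20% was found for 72.2% of probes in leaf and 80.1% in root. Over the probes well above background on all 6 arrays the median was 10.3% in leaf and 7.13% in root, with 83.0% and 94.3% of probes below 20%. Over those well above background on no array it was 3.52% in leaf and 4.01% in root. Transcripts of the exon array were not filtered by signal. Each leaf replicate came from 1 plant and each root replicate pooled 38, so leaf and root CVs do not measure the same variation between plants. Normexp background correction moved the median CV of the 60-mer array most in leaf, to 4.81%, and the 75th percentile shift most in root, to 14.8%.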

Further analyses and validation will be facilitated in due course as additional datasets are released into the public domain, *sensu A. thaliana*. The 135 k unigene set is accessible as a track within the public BrassEnsembl genome browser at http://www.brassica.info/BrassEnsembl/index.html, and also as a Blast dataset within BrassEnsembl. In addition, the exon sequences, probeset and best hit alignments to Arabidopsis are available from http://www.brassica.info/resource/trancriptomics.php. It is anticipated that the Affymetrix GeneChip® Brassica Exon 1.0 ST Array will become a valuable tool for transcriptomics and mapping in several important crop species and will contribute to efforts to decipher genome evolution and adaptation within the Brassicaceae family.

## Supporting Information

Table S1 Common GO categories over-represented in genes whose transcript abundance is greater in leaves compared with roots of Brassica rapa R-o-18
(0.08 MB DOC) Click here for additional data file.

Table S2 Common GO categories over-represented in genes whose transcript abundance is less in leaves compared with roots of Brassica rapa R-o-18
(0.04 MB DOC) Click here for additional data file.

# Supplementary material for: A Brassica Exon Array for Whole-Transcript Gene Expression Profiling
**Source:** PLoS One. 2010 Sep 16;5(9):e12812. doi: 10.1371/journal.pone.0012812
**Supplement:** Table S1 — Common GO categories over-represented in genes whose transcript abundance is greater in leaves compared with roots of Brassica rapa R-o-18 (0.08 MB DOC)

**Table S1** Common GO categories over-represented in genes whose transcript abundance is greater in leaves compared with roots of *Brassica rapa* R-o-18

# Supplementary material for: A Brassica Exon Array for Whole-Transcript Gene Expression Profiling
**Source:** PLoS One. 2010 Sep 16;5(9):e12812. doi: 10.1371/journal.pone.0012812
**Supplement:** Table S2 — Common GO categories over-represented in genes whose transcript abundance is less in leaves compared with roots of Brassica rapa R-o-18 (0.04 MB DOC)

**Table S2** Common GO categories over-represented in genes whose transcript abundance is less in leaves compared with roots of *Brassica rapa* R-o-18

| GO accession | GO Term | BH corrected *p*-value | | |
| --- | --- | --- | --- | --- |
| 135k Brassica Exon array | 95k Brassica 60-mer array | AtGen Express data |
| GO:0005506 | iron ion binding | 8.18E-13 | 2.30E-18 | 1.76E-05 |
| GO:0020037 | heme binding | 4.12E-13 | 4.16E-14 | 2.38E-07 |
| GO:0046906 | tetrapyrrole binding | 4.12E-13 | 4.16E-14 | 1.52E-05 |
| GO:0004601GO:0016685GO:0016686GO:0016687GO:0016693 | peroxidase activity | 1.85E-18 | 9.41E-14 | 8.21E-14 |
| GO:0016684 | oxidoreductase activity, acting on peroxide as acceptor | 1.85E-18 | 9.41E-14 | 8.21E-14 |
| GO:0016491 | oxidoreductase activity | 3.38E-08 | 3.77E-13 | 2.13E-04 |
| GO:0016209 | antioxidant activity | 3.11E-18 | 2.13E-12 | 1.30E-13 |
| GO:0009055GO:0009053GO:0009054 | electron carrier activity | 1.02E-07 | 1.08E-09 | 1.56E-06 |
| GO:0006979 | response to oxidative stress | 2.72E-12 | 7.23E-09 | 6.76E-05 |
| GO:0042221 | response to chemical stimulus | 3.11E-12 | 1.30E-08 | 2.65E-09 |
| GO:0050896GO:0051869 | response to stimulus | 2.39E-11 | 3.52E-08 | 2.42E-07 |
| GO:0006970 | response to osmotic stress | 9.69E-12 | 2.98E-06 | 1.07E-09 |
| GO:0009651 | response to salt stress | 1.70E-11 | 3.83E-06 | 1.21E-08 |
| GO:0012505 | endomembrane system | 3.16E-12 | 6.58E-06 | 9.00E-04 |
| GO:0006950 | response to stress | 2.25E-10 | 1.79E-05 | 1.68E-05 |
| GO:0009628 | response to abiotic stimulus | 1.21E-08 | 8.25E-05 | 2.30E-04 |
| GO:0046686 | response to cadmium ion | 2.09E-02 | 2.91E-02 | 3.44E-04 |
| GO:0010038 | response to metal ion | 2.25E-02 | 3.25E-02 | 2.28E-05 |
| GO:0010035 | response to inorganic substance | 2.25E-02 | 3.25E-02 | 8.21E-14 |
| GO:0005886GO:0005904 | plasma membrane | 9.53E-11 | 4.40E-02 | 1.58E-17 |

How the deposited data were processed for this re-analysis (not part of the article)

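Leaf and root RNA of B. rapa R-o-18 was measured in 3 biological replicates per tissue on 2 platforms, with the same RNA split between them. Samples were assigned to tissue and replicate from the sample labels and the methods. Root age is 10 d in the paper and 11 d in the labels, and leaf age 23 d in both.

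For the exon array, the authors deposited log2 values per transcript, made by RMA in GeneSpring and centred on each transcript's median over the 6 arrays. They show differences between arrays but not the level of a transcript, so the dynamic range of the exon array, the absolute 3′ to 5′ ratios and the splicing index were not computed. For the 60-mer array, the authors deposited scanner intensity values from Feature Extraction, from which background had been subtracted but which had not been normalized between arrays, and a table of quantile-normalized log2 values centred on each row's median. The scale and centring of the deposited tables were found from the values, and the direction needs no dye, as each array holds 1 sample. The Feature Extraction version differs between the methods and the file headers, and its effect was not tested.

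From the intensity values, log2 intensities of the 103747 spots other than controls were quantile-normalized over the 6 arrays, 2 to 38 outlier spots per array were left out, and spots of one probe were averaged. Differences were fitted with limma (version 3.58.1) in R (version 4.3.3) using lmFit and eBayes, with Benjamini-Hochberg adjustment over the 135199 transcripts or 91854 probes. A transcript or probe was called at an adjusted p below 0.01 and more than 2-fold. Adjusted p-values printed for single features and for the number of calls come from this fit, and those of sets from fry or camera in limma, adjusted over 10 sets. The keywords of the sets were written before the data were examined, as were the comparisons, the alternatives and the rule for named features. The sets other than the ribosomal proteins were, however, chosen from what the paper reports as higher or lower in leaf. The paper found this in part on these same arrays, so the set tests are not independent of its result. That rule took, among called features whose leaf and root values did not overlap, the 5 largest fitted log2 differences in each direction on the 60-mer array with 1 probe per description, the 2 largest in each direction on the exon array, and every transcript the paper names. Descriptions and contig names are those of the array design. None of the identifiers of either array matched the reference gene table of B. rapa, and the platforms shared none.

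In simulated data with 200 changed features, limma recovered 86% of them on the exon array among 135199 transcripts with 1 false call, and 61.5% on the 60-mer array among 91854 probes with 2 false calls. The methods' test recovered 17.5% and 40%. Far fewer features changed in the simulation than were called in the data (15761 transcripts and 21014 probes), which makes the BH adjustment stricter. These rates therefore do not give the power of either test in the data, where the methods' test called 8807 of the 15761 transcripts.

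Alternatives were the methods' test, with and without the methods' filter on fold changes between 0.77 and 1.3, other thresholds, a trended and robust variance, other normalizations and background corrections (normexp with an offset of 50), filters on dim probes, slide and replicate number as blocks, and leaving out each replicate. All 3 slides carried 2 arrays each, and 1 of them carried both tissues. The number of arrays limits the precision.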

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

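The probe X_1072850, described as PISTILLATA, a floral homeotic gene, was 13.06 higher in leaf than in root on the log2 scale of the 60-mer array, in 3 of 3 replicates, and the paper does not discuss it. It stood at 14.37 in leaf and was not well above background on any root array. In the quantile-normalized values its difference is therefore at least 2896-fold. Under the alternatives the fitted log2 difference lay between 8.44, with normexp and smaller than that bound, and 13.62. One explanation is that leaf samples of 23 d carried floral tissue. Of 116 probes described by other flower keywords, listed before their values were seen, 6.90% were called higher in leaf, against 13.3% of all described probes (Fisher's exact test, two-sided, p = 0.0398), and 6 were called higher in root. This comparison decides nothing, because only 30 of the flower probes were well above background on at least 1 array. Of them, 22 were well above background on all 3 leaf arrays, and 8 of these 22 (36.4%) were called higher in leaf, against 24.6% of the other described probes with such signal (p = 0.216, Fisher's exact test, two-sided, chosen after the first result was seen). Over probes well above background on at least 1 array the shares were 26.7% and 21.1% (p = 0.501, Fisher's exact test, two-sided). In the keyword groups, 4 of the 5 SEPALLATA probes were called higher in leaf. Of these, 2 were well above background on all arrays of both tissues, at log2 differences of 1.33 (B_1024456) and 3.63 (B_1085806), and 2 on none of the root arrays, at least 14.4-fold (B_1087597, adjusted p = 4.90e-05) and at least 20.5-fold (B_1081180, adjusted p = 1.22e-05) higher in leaf. Of the 2 APETALA3 probes, B_1065293 was called higher in root (log2 difference -4.58, adjusted p = 1.51e-05, well above background on 1 of 3 leaf arrays) and B_1085846 was not called (-0.53, adjusted p = 0.0243), and none of the 3 AGAMOUS probes was called. Of the 116 probes, 81 carried the word pollen, which does not stand for flowers of every stage. These values leave floral tissue in the leaf samples open. A second explanation is a single probe that is mis-annotated or binds another transcript. Of the 5 other PISTILLATA probes, 1 was called higher in leaf (B_1053605, log2 difference 2.55, adjusted p = 9.93e-05 from limma). It was well above background on all arrays of both tissues, which goes against a leaf signal confined to X_1072850. The other 4 were not well above background on any array and so do not bear on this. A single probe with a far smaller difference does not show what X_1072850 binds, which leaves the second explanation open too. Expression in leaf itself was not tested. The verdicts on both tests were made more cautious after their values were seen.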

How the results depend on the processing

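On the exon array, the number of called transcripts stayed within 1.5 times 15761 under every alternative but one. The methods' test without its filter called 8807, 4299 higher in leaf and 4508 in root, all of them among the 15761. Without a fold change limit 23334 were called, 9698 higher in leaf and 13636 higher in root, and the latter exceeded 1.5 times the 8411. Leaving out each replicate gave 14683 to 15456 calls, 6871 to 7211 higher in leaf and 7812 to 8481 higher in root.

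On the 60-mer array, normexp background correction gave 12969 calls, 6553 higher in leaf and 6416 in root, of which 12784 were among the 21014. Slide as a fixed block gave 7230, 3944 and 3286. Only 1 slide carries both tissues, so the difference in that fit rests on leaf 3 and root 1 alone, with fewer degrees of freedom. Slide as a random block gave 22270 calls, with a correlation within slides of -0.40. Without a fold change limit 29598 were called, 13287 higher in leaf and 16311 higher in root. Leaving out each replicate gave 18651 to 20376 calls, 9407 to 10077 higher in leaf and 9244 to 10299 higher in root. The 75th percentile shift moved the median log2 difference of all probes to 0.26, and the share higher in leaf to 51.7%.

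The labels number the replicates of both tissues alike. Deviations of samples with the same number from their tissue means correlated with r of -0.02 to 0.05 on the exon array and -0.04 to 0.03 on the 60-mer array, so the numbers do not pair the samples. With replicate number as a block, 15604 transcripts and 18055 probes were called, and 9 function sets passed as before.

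The log10 range of mean intensities on the 60-mer array was 5.35 in leaf and 5.10 in root without normalization, 4.74 and 4.55 over probes well above background, and 4.44 and 4.47 over probes with every spot well above background, a restriction chosen after seeing the data, so signal over background limits the lower end. Median CVs of the 60-mer array moved to 12.6% in leaf and 14.8% in root with the 75th percentile shift, and to 4.81% and 4.19% with normexp, whose offset compresses low intensities. With 1 replicate left out, CVs come from 2 arrays and were 8.54% to 9.07% in leaf and 8.35% to 9.19% in root on the exon array, and 5.33% to 7.15% and 3.66% to 5.71% on the 60-mer array. The mean correlation between replicates, 0.991 in leaf and 0.994 in root, was 0.920 and 0.913 as Spearman's rho, and in root 0.993 with the 75th percentile shift and 0.996 over probes well above background on all 6 arrays.

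Of the function sets, 9 passed under fry and 1 under camera with an estimated correlation, where carbon fixation had an adjusted p of 0.132, chlorophyll synthesis 0.103, chloroplast 0.0877, peroxidase 0.0704, cytochrome P450 0.627, transport 0.586, metal 0.402, and osmotic and salt 0.586. With the preset correlation, cytochrome P450 had 0.586, transport 0.345, metal 0.225, and osmotic and salt 0.408, while ribosomal proteins passed with 0.0216. With the 75th percentile shift, cytochrome P450 and osmotic and salt had 0.0684, and ribosomal proteins turned towards leaf (0.613). The median log2 differences turned towards leaf with that shift for cytochrome P450 (0.27), transport (0.15), metal (0.24), osmotic and salt (0.12) and ribosomal proteins (0.074), and for cytochrome P450 without root replicate 2 (0.0052; -0.018 to 0.0052 over the replicates left out, with -0.0030 without leaf replicate 3 and -0.0021 without root replicate 3). Over the replicates left out, the medians ran from -0.14 to -0.043 for transport (-0.057 without leaf replicate 1 and -0.043 without root replicate 3), from -0.051 (without leaf replicate 3) to -0.021 (without root replicate 3) for metal, from -0.092 (without root replicate 1) to -0.031 (without root replicate 3) for osmotic and salt, and from -0.22 (without leaf replicate 1) to -0.078 (without leaf replicate 2) for ribosomal proteins. The median of the peroxidases stayed towards root with the 75th percentile shift, at -0.13 against -0.34. Over probes well above background on at least 1 array, a restriction chosen after seeing the data, all 10 medians kept their direction, with and without the shift. The cause of these changes was not tested. Leaving out each replicate kept the 9 sets past the threshold, with adjusted p between 1.90e-06 and 0.00185. Of the named features, all kept their direction in 192 comparisons, and rres046838 passed 2-fold without leaf replicate 2 (-1.03) and without root replicate 2 (-1.001).

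The filter on dim transcripts, the dynamic range, the 3′ to 5′ ratios and the splicing index of the exon array, and the correlation between platforms, were not run, because signal levels, exon-level values and shared identifiers were not analysed here.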

Differences from the paper's values

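For no measure did the value under the settings fixed before the data were examined differ from the paper's by more than 1.5 times. The paper reports 11078 differentially expressed transcripts on the exon array, and 15761 were called here. The paper's number lies between those of the methods' test without (8807) and with (12746) the methods' filter on fold change, and no setting gave it. Of the alternatives, only the one without a fold change limit (23334) exceeded 1.5 times the paper's number. The paper gives 135201 unigenes on the array, and 135199 transcripts have values here. In Fig. 2 the mean signals of the 60-mer array reach about 350000 in leaf and about 200000 in root, read by eye, against 262728 and 245282 after quantile normalization and 345668 and 195194 without normalization between arrays.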

Other observations

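The tests on probe-set classes and on background controls were chosen after their values were seen, and the readings of the tests on probe-set classes and on paired spots were made more cautious after that.

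For the number of called transcripts, of called probes and of function sets, 1 of the 10 splits of the 6 arrays into 3 and 3, the real one, gave a result as large. The other splits gave 0 calls in limma and 0 sets in fry at the same thresholds. At an unadjusted p under 0.05 they gave at most 3950 transcripts, 1627 probes and 0 sets, against 45255, 40055 and 9 for the real one. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count.

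Slide and tissue overlap on the 60-mer array. If slides had caused the differences, they would be missing between leaf 3 and root 1, which share one. Of the probes called from the other 4 arrays, 99.1% kept their direction there, with a slope of 0.96, which argues against slides as the cause. Tissue, age and growth medium remain confounded.

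Differences between leaf and root were wider on the 60-mer array, with an SD of 1.82 on the log2 scale against 0.99 on the exon array. Probes near background were tested as an explanation. Among the 36779 probes well above background on all 6 arrays the SD was 1.80, and among the 42775 well above background on none it was 0.36. Wide differences were thus also found where every array gave signal. Probes well above background on only some arrays were not tested apart, and the exon array was not filtered by signal. The test therefore does not exclude a part of signal near background. The exon array started from the JCVI unigene set used for the 60-mer array and adds other gene models, and RMA summarises several probes per transcript. Neither difference between the platforms was tested.

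Of 4907 probes on 2 spots that were well above background on all 6 arrays, the median absolute log2 difference was 0.07 between the spots of one array and 0.14 between replicates, 1.95 times as large. Spot noise covers neither labelling nor hybridisation, so the part of biological variation cannot be told apart from these.

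On the exon array, 9.03% of st probe sets were called, 14.5% of x_st probe sets, whose names mark probes that may bind other transcripts, and 18.9% of s_st probe sets. Cross-hybridisation that compresses differences would lower their spread. The SD of log2 differences was 0.88 for st, 1.09 for x_st and 1.38 for s_st. Because the classes hold different transcripts, this does not settle whether differences were compressed.

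The 12 background control probe sets of high GC content (14 to 25) averaged -0.43 in root 1 and -0.41 in root 3 on the log2 scale relative to their medians, against 0.12 in root 2 and -0.03 to 0.14 in leaf. The 11 of lower GC content lay between -0.05 and 0.02. Leaving out 1 root array keeps root 1 or root 3, and so does not test whether this array difference drove the calls between tissues. If it had, transcripts called from leaf 1, leaf 2, root 1 and root 3 would show no common direction in leaf 3 against root 2. Of these 14520 transcripts, 99.6% kept their direction there (84.7% by more than 2-fold), with a slope of 0.96, which argues against it as the cause of most calls. A difference between the RNA samples would set root 2 apart on the 60-mer array too. There the SD of log2 differences was 0.42 between root 1 and root 3, 0.40 between root 1 and root 2, and 0.43 between root 2 and root 3. Root 2 did not stand apart from both, but these SDs of single pairs of arrays are too close to tell the RNA apart from the hybridisation. On the exon array, the 18 hybridisation controls averaged -0.38 in root 2, against -0.06 in root 1 and -0.08 in root 3. The 27 labelling controls set root 3 apart instead, at 0.20 against -0.38 in root 1 and -0.33 in root 2. Because these controls set different arrays apart, they do not decide it either.

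The 17 pairs of 3′ and 5′ control probe sets were compared between tissues only. The log2 3′ to 5′ ratio was 0.03 higher in leaf than in root (SD 0.18 over pairs, p = 0.528, two-sided sign-flip permutation test). Several pairs target the same control transcripts and are not independent.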
